# Transcriptomic Profiling Reveals AKR1C1 and AKR1C3 Mediate Cisplatin Resistance in Signet Ring Cell Gastric Carcinoma via Autophagic Cell Death

**DOI:** 10.3390/ijms222212512

**Published:** 2021-11-19

**Authors:** Nang Lae Lae Phoo, Pornngarm Dejkriengkraikul, Patompong Khaw-On, Supachai Yodkeeree

**Keywords:** signet ring cell gastric carcinoma, RNA sequencing, aldoketoreductase, autophagy, drug resistance

## Abstract

Signet ring cell gastric carcinoma (SRCGC) is a lethal malignancy that has developed drug resistance to cisplatin therapies. The aim of this study was to characterize the acquisition of the cisplatin-resistance SRCGC cell line (KATO/DDP cells) and to understand the molecular mechanisms underlying cisplatin resistance. Transcriptomic and bioinformatic analyses were used to identify the candidate gene. This was confirmed by qPCR and Western blot. Aldoketoreductase1C1 and 1C3 (AKR1C1 and AKR1C3) were the most promising molecules in KATO/DDP cells. A specific inhibitor of AKR1C1 (5PBSA) and AKR1C3 (ASP9521) was used to enhance cisplatin-induced KATO/DPP cell death. Although cisplatin alone induced KATO/DDP apoptosis, a combination treatment of cisplatin and the AKR1C inhibitors had no influence on percent cell apoptosis. In conjunction with the autophagy inhibitor, 3MA, attenuated the effects of 5PBSA or ASP9521 to enhance cisplatin-induced cell death. These results indicated that AKR1C1 and 1C3 regulated cisplatin-induced KATO/DDP cell death via autophagy. Moreover, cisplatin in combination with AKR1C inhibitors and N-acetyl cysteine increased KATO/DDP cells’ viability when compared with a combination treatment of cisplatin and the inhibitors. Taken together, our results suggested that AKR1C1 and 1C3 play a crucial role in cisplatin resistance of SRCGC by regulating redox-dependent autophagy.

## 1. Introduction

Gastric cancer is the fifth most common threat to human health worldwide according to GLOBOCAN 2018. It has been associated with a significantly high mortality rate, making it now the third leading cause of cancer-related deaths [1]. In the last few years, there has been an overall decline in incidences of cancer; however, some studies have reported that there has been an abrupt increase in the occurrence of signet ring cell gastric cancer (SRCGC) in Asia, Europe, and the United States [2]. In recent years, effective treatments for gastric cancer have included surgery, chemotherapy, and targeted therapy. However, the degree of efficacy of these forms of treatment has not yet reached expectations. Platinum drugs (cisplatin and oxaliplatin) appear to be effective as a first-line treatment in SRCGC patients [3], although many patients still suffer from relapses and may eventually become resistant to chemotherapy. This has contributed to a decrease in the 5-year survival rate. At present, many researchers are now focusing on various mechanisms to reverse the cisplatin resistance of SRCGC.

Cisplatin, once it enters the cell; becomes activated and binds to DNA. The platinum atom of cisplatin binds to the N7 atom of purine nucleotide and creates intrastrand and interstrand crosslinks and disturbs the structure of DNA, which further stimulates the DNA repair process and apoptosis cascades [4]. Cisplatin not only attacks nuclear DNA, but also attacks mitochondrial DNA and induces mitochondrial reactive oxygen species (ROS) production and promotes cell death [5]. Excessive reactive oxygen species can stimulate not only apoptosis via both the extrinsic and intrinsic pathways, but can also induce autophagy, which is a self-catabolic process that induces the sequestration of cytoplasmic contents, including exhausted organelles and protein aggregates for degradation in lysosomes [6].

The poor response of gastric cancer to cisplatin chemotherapy is usually due to combined mechanisms of chemoresistance, which may include a reduction in drug uptake, enhanced drug efflux, and a reduction in the proportion of active agents in tumor cells due to a reduction in pro-drug activation or an enhancement in drug inactivation. Other mechanisms of chemoresistance include changes in the expression or function of the molecular targets of anticancer drugs, the enhanced ability of cancer cells to repair anticancer drug-induced DNA damage, and a decrease in the expression of proapoptotic factors or an upregulation in antiapoptotic genes [7]. In addition, recent studies have shown that overexpression of glutathione transferase P1-1, UGT1A1, microsomal cytochrome P450 enzymes (CYPs), and aldoketoreductases (AKRs) were involved in development of cisplatin resistance in various types of cancer by neutralizing the cytotoxicity of the drug [8,9,10,11]. Presently, there exists a lack of published studies on how cisplatin resistance has been developed in signet ring cell gastric carcinoma patients, as they have been known to possess distinctive pathological features from other cell types of gastric cancer.

Nowadays, transcriptomic sequencing technologies are considered very practical and beneficial revolutionary tools in genomic cancer research, drug resistance, and determining the prognosis of various forms of cancer [12]. Therefore, we used this technique to comprehensively analyze the differences in gene expression between cisplatin resistance in SRCGC cells and their parental cells. Such transcriptome profiling will help to build a solid foundation for further in-depth studies of the mechanisms of cisplatin resistance in SRCGC cells.

In order to explore the underlying mechanisms of cisplatin-resistant SRCGC cells, we developed a cisplatin-resistant gastric cancer cell line, namely KATO/DDP, from its parental cell line KATOIII and compared the relevant gene expression profiles using the transcriptome sequencing technique. Bioinformatic analysis revealed that the oxidation reduction pathway, the steroid hormone metabolic process, and the small molecule metabolic process were all more active in KATO/DDP cells. All of these pathways indicated the presence of aldoketoreductase 1C1 and 1C3 genes (*AKR1C1* and *1C3*). These highly expressed genes were further confirmed by qPCR and Western blot analysis. Furthermore, we effectively inhibited AKR1C1 and AKR1C3 activity-induced cell death via autophagy. AKR1C1 and 1C3 have already been implicated in therapeutic resistance via the mediation of intracellular ROS levels for several types of cancer [13,14]. By using the inhibitors of AKR1C1 and AKR1C3, our results confirmed that high levels of AKR1C1 and 1C3 in KATO/DDP could reduce cisplatin-induced cell death via regulated intracellular ROS. Thus, our findings indicated that AKR1C1 and AKR1C3 play an important role in cisplatin-resistant SRCGC via the regulation of autophagic cell death. 

## 2. Results

### 2.1. Long-Term Exposure to Cisplatin Treatment Can Promote Drug Resistance in SRCGC 

The SRCGC cells (KATOIII cells) were treated with a stepwise concentration of cisplatin at 0.5 to 3 µM over 9 months to generate acquired resistance cells. This resistant cell line was termed KATO/DDP. Cell viability was assessed using a trypan blue cell exclusion assay. As shown in Figure 1A,B, the IC_50_ of KATOIII was found to be 12.67 ± 1.155 µM and of KATO/DDP was reported to be 98 ± 1.732 µM, while the resistance ratio was 7.7.

### 2.2. Identification of Candidate Genes to Promote Cisplatin Resistance in SRCGC Using Transcriptomic Sequencing

An RNA-seq approach was used to assess differential expression across the transcriptome in cisplatin-resistant SRCGC cells, KATO/DDP, and its parental cell, KATOIII. 

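The RNA-seq data comprised 3 replicates of KATOIII, a signet ring cell gastric carcinoma line, and 3 replicates of KATO/DDP, its derivative selected in cisplatin from 0.5 to 3 µM. The paper gives the length of the selection as 9 months and the description deposited with the data as 6 months; KATO/DDP cells were kept free of drug for at least 2 passages before sequencing. Poly(A)-selected RNA was sequenced, and the authors processed the reads in CLC Genomics Workbench and deposited one value per gene and library in TPM, a read count scaled for transcript length and for the total of the library. TPM adds up to the same total in every library and keeps no record of the number of reads, so the depth of each library is unknown and no test on read counts was possible. The genome build and annotation are not named in the paper's text. Of the Ensembl genes listed for every library, 52338 were found in GENCODE release 29 and took their names and gene types from it; 19263 of them are typed as protein coding. Between 17875 and 18919 genes per library had a value above 0. For testing, TPM was transformed to log2(TPM + 1), genes with a mean under 0.5 TPM over the 6 libraries were left out, and limma with a mean-variance trend compared KATO/DDP with KATOIII over the remaining 14477 genes, 11914 of them protein coding. Fold changes on this scale understate the change of genes with low TPM.
The libraries differed by replicate number as well as by line. Mitochondrial genes took 51.9%, 47.1% and 17.9% of the TPM in KATOIII replicates 1, 2 and 3, and 41.6%, 34.4% and 14.7% in KATO/DDP replicates 1, 2 and 3. Across genes, the correlation of log2 values was 0.981 between KATOIII replicates 1 and 2 but 0.905 between KATOIII replicates 1 and 3, whereas KATOIII replicate 3 and KATO/DDP replicate 3 had a correlation of 0.937. The deviations of same-numbered libraries from the mean of their line correlated across genes at 0.42 for replicate 1, 0.34 for replicate 2 and 0.54 for replicate 3, although replicate 1 of KATOIII and replicate 2 of KATO/DDP also reached 0.31. Because of this, results are also given from the fit with the replicate number as a block. The labels and the paper's text name no sequencing batch.

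**Figure D1:**
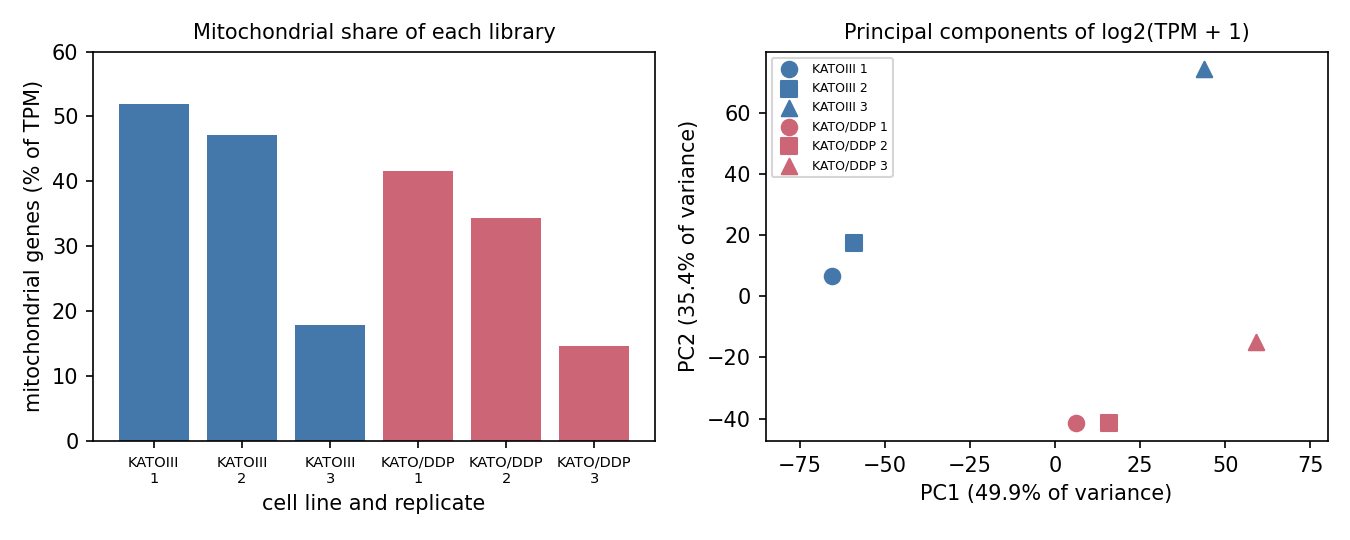
Left, the share of each library's TPM taken by mitochondrial genes, as bars in percent, for the 3 replicates of KATOIII and of KATO/DDP; replicate 3 is lowest in both lines, at 17.9% and 14.7%. Right, the first principal component (49.9% of the variance) against the second (35.4%) of log2(TPM + 1) over the tested genes, one point per library, with colours for the lines and shapes for the replicate numbers.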

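At a log2 fold change of at least 1.8 in either direction and a Benjamini-Hochberg adjusted p under 0.05 from limma, 77 protein coding genes differed between KATO/DDP and KATOIII, 31 of them higher and 46 lower in KATO/DDP. Over genes of every type the number was 119, with 47 higher and 72 lower. With the replicate number as a block in the same fit, 166 protein coding genes passed, 76 higher and 90 lower, and 253 genes of every type, which included all 119 of the fit without the block. The fold-change limit alone, without a p-value, was passed by 81 protein coding genes that were higher and 102 that were lower. When KATOIII replicate 3 was left out, 358 protein coding genes passed, 207 higher and 151 lower; when any other library was left out, the number fell to between 13 and 31. Without a filter on TPM it was 34, with 12 higher and 22 lower. With median-ratio scaling it was 108, with 62 higher and 46 lower, so that the balance between higher and lower genes depends on the scaling. When the replicates 1 and 2 of each line were taken alone, so that the third replicates did not enter, 290 protein coding genes passed, 138 higher and 152 lower. Replicates 1 and 2 were much alike, with correlations of 0.981 in KATOIII and 0.986 in KATO/DDP. This fit thus leaves out the spread that the third replicates show, and its p-values may be too small. The fit without KATOIII replicate 3 leaves out part of that spread. The 3 libraries of one line lay entirely above or below the 3 of the other for 29.6% of the tested genes, where chance alone gives 10%.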

The results indicated that there were 519 differentially expressed protein coding genes, with 174 upregulated and 345 downregulated genes when log2 fold change values were ≥1.8 and ≤−1.8 (Figure 2A). In order to identify the key deregulated genes, the top 50 upregulated and downregulated genes (fold change) were determined for KATO/DDP versus KATOIII cells. The top 50 upregulated and downregulated genes are shown in Tables S2 and S3. 

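Among the genes past both limits whose KATO/DDP and KATOIII libraries did not overlap, the largest rises in KATO/DDP included those of AC020656.1, CXCL13, AL021707.5 and the gene listed as ENSG00000256586, which has no name in GENCODE release 29. The log2 fold change of CXCL13 was 5.84 (standard error 0.31, adjusted p = 0.00097 from limma), with 2.05 ± 0.73 TPM (SD, n = 3) in KATOIII and 173 ± 39.5 TPM (SD, n = 3) in KATO/DDP. AC020656.1 had a log2 fold change of 5.86 and AL021707.5 one of 4.65; both are antisense genes that overlap other genes, and only 5.27% and 12.6% of the 50-base words in their transcripts occur in no other gene, so their values are uncertain. ENSG00000256586 was listed at 0 in every KATOIII library and at 14.2, 29.9 and 9.40 TPM in the KATO/DDP libraries. The largest falls were those of GAGE12C, GAGE12D, GAGE12J, GAGE2A and SSX1, which lie on the X chromosome. SSX1 had 42.2 ± 11.4 TPM (SD, n = 3) in KATOIII and 1.41 ± 0.307 TPM (SD, n = 3) in KATO/DDP, a log2 fold change of -4.14 (standard error 0.28, adjusted p = 0.0018 from limma). The GAGE genes named here are copies with little sequence of their own, at most 14.8% of the 50-base words, for GAGE2A. GAGE12C had a log2 fold change of -7.54 and GAGE2A one of -4.22, but no 50-base word of the GAGE12C transcript is unique to it, and the copies GAGE12F and GAGE12G had log2 fold changes of 3.63 and 3.74, so the values of single copies are uncertain.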

We then detected the expression of five randomly selected upregulated and five downregulated genes by qPCR to validate the results of the RNA sequencing (Figure 2B). 

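In the RNA-seq libraries, HSD17B2, AKR1C1, PLAC8 and AKR1C3 had higher mean values in KATO/DDP, and FGF21, CPXM2, TBC1D4, FREM2 and ALDH1L2 had lower ones. Past the limits on fold change and adjusted p were 3 of these 9 genes, namely PLAC8, AKR1C3 and FREM2. PLAC8 rose from 0.311 ± 0.361 to 12.0 ± 3.57 TPM (SD, n = 3 each). Its log2 fold change was 3.31 (standard error 0.30, adjusted p = 0.0046 from limma). FREM2 fell from 6.26 ± 0.581 to 0.193 ± 0.102 TPM (SD, n = 3 each). Its log2 fold change was -2.61 (standard error 0.22, adjusted p = 0.0041 from limma). AKR1C3 had 0.825, 0.862 and 4.33 TPM in the KATOIII replicates and 13.9, 17.0 and 32.6 TPM in the KATO/DDP replicates, with a log2 fold change of 2.99 (standard error 0.49, adjusted p = 0.036 from limma). AKR1C1 was listed at 0, 0.0302 and 0.0186 TPM in KATOIII and at 0.371, 0.464 and 1.48 TPM in KATO/DDP; its mean was under the limit of 0.5 TPM, so it was not tested with the other genes, and without that limit its log2 fold change of 0.75 had an adjusted p of 0.18 from limma. HSD17B2 was listed at 0, 0 and 0.521 TPM in KATOIII and at 2.08, 2.30 and 15.2 TPM in KATO/DDP (log2 fold change 2.25, adjusted p = 0.093 from limma).
The falls of FGF21 and CPXM2 depended on the replicate. FGF21 had 48.3, 27.3 and 0.667 TPM in KATOIII replicates 1, 2 and 3 and 0.388, 0.398 and 0.418 TPM in KATO/DDP, so that the log2 difference was -5.15 and -4.34 in the first pairs of same-numbered libraries and -0.23 in the third. CPXM2 had 25.1, 27.5 and 0.336 TPM in KATOIII, the third value lying within the range of KATO/DDP, from 0.132 to 0.529 TPM. Their adjusted p-values from limma were 0.14 and 0.16. TBC1D4 (log2 fold change -3.64, adjusted p = 0.068 from limma) and ALDH1L2 (log2 fold change -2.66, adjusted p = 0.059 from limma) were lower in every KATO/DDP library than in every KATOIII library. In the fit with the replicate number as a block, 8 of the 9 genes passed both limits, with adjusted p-values from limma of 0.020 for HSD17B2, 0.046 for FGF21, 0.045 for CPXM2, 0.0076 for TBC1D4 and 0.019 for ALDH1L2; AKR1C1 remained untested.

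**Figure D2:**
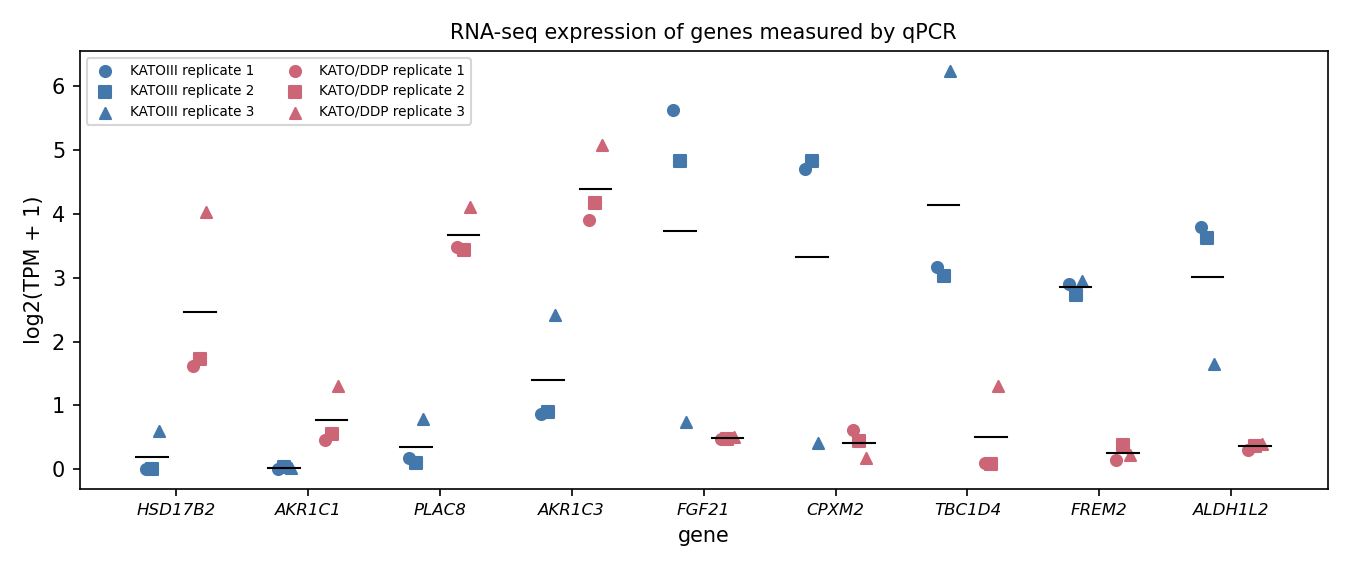
RNA-seq values of the 9 genes as log2(TPM + 1), with one point per library, shapes for the replicate numbers, colours for KATOIII and KATO/DDP, and a black line at the mean of each line's 3 libraries. KATOIII replicate 3 lies with the KATO/DDP libraries for FGF21, at 0.667 TPM, and for CPXM2, at 0.336 TPM, and apart from them for PLAC8 and FREM2.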

The qPCR results revealed an upregulation of genes *ALDOB, HSD17B2, AKR1C1, PLAC8,* and *AKR1C3,* and the downregulation of genes *FGF21, CPXM2, TBC1D4, FREM2,* and *ALDH1L2,* showing the same pattern with transcriptomic results. To determine whether cisplatin resistance in KATO/DDP cells may be related to a certain biological pathway, a GO functional enrichment analysis was conducted. In GO annotations, all enriched differentially expressed genes (DEGs) were classified into three categories: biological processes, cellular components, and molecular functions. Results of the top 10 significant pathways in biology processes are shown in Figure 3A, while the enriched genes of each pathway are listed in Table S4. Interestingly, the AKR gene family has been associated with the topmost significant pathways, including those associated with oxidation reduction, digestion, and the steroid hormone metabolic process, as well as the doxorubincin and daunorubicin metabolic processes.

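The files list 27 genes of the AKR family, of which 9 passed the limit on mean TPM, 3 were above 0 but under it, and 15 were listed at 0 in every library. All 9 tested members had a log2 fold change above 0, also with TPM rescaled without mitochondrial genes and with median-ratio scaling, and AKR1C3 alone passed the limits on fold change and adjusted p. AKR1C2, AKR1B15 and AKR1B1 had means of 2.06, 1.40 and 0.789 TPM in KATO/DDP. At these levels they could not reach the fold-change limit on the log2(TPM + 1) scale. On the log2(TPM + 1) scale AKR1B10 had the largest log2 fold change of the tested members, 3.66 (standard error 1.24, adjusted p = 0.14 from limma). As a log2 ratio of mean TPM its change was 2.58, less than the 3.00 of AKR1B15, 3.40 of AKR1C3, 4.98 of AKR1C2 and 5.57 of AKR1C1. Its mean in KATO/DDP, 96.7 TPM, was the highest of the family through replicate 3 alone; in replicates 1 and 2 it was below AKR1A1, with 79.7 and 91.1 TPM, and AKR7A2, with 55.5 and 74.7 TPM. Its values were 1.09, 0.814 and 46.7 TPM in KATOIII and 37.3, 45.0 and 208 TPM in KATO/DDP, and the log2 difference between same-numbered libraries was 4.19, 4.67 and 2.13. AKR1C2 was listed at 0, 0.0233 and 0.173 TPM in KATOIII and at 1.04, 1.82 and 3.32 TPM in KATO/DDP (log2 fold change 1.46, standard error 0.31, adjusted p = 0.064 from limma). Only 61.1% of the 50-base words of the AKR1C2 transcripts occur in no other gene, so its value may include reads that other copies share. AKR1A1, AKR7A2, AKR7A3, AKR7L, AKR1B1 and AKR1B15 had log2 fold changes from 0.32 for AKR7L to 0.95 for AKR1B15, none with an adjusted p under 0.05. With the replicate number as a block, 5 of the 9 members had an adjusted p under 0.05 from limma, with 0.011 for AKR1B10, 0.021 for AKR1C2, 0.041 for AKR7A2 and 0.0497 for AKR1B15 besides AKR1C3, and AKR1B10 joined AKR1C3 past the limit on fold change.

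**Figure D3:**
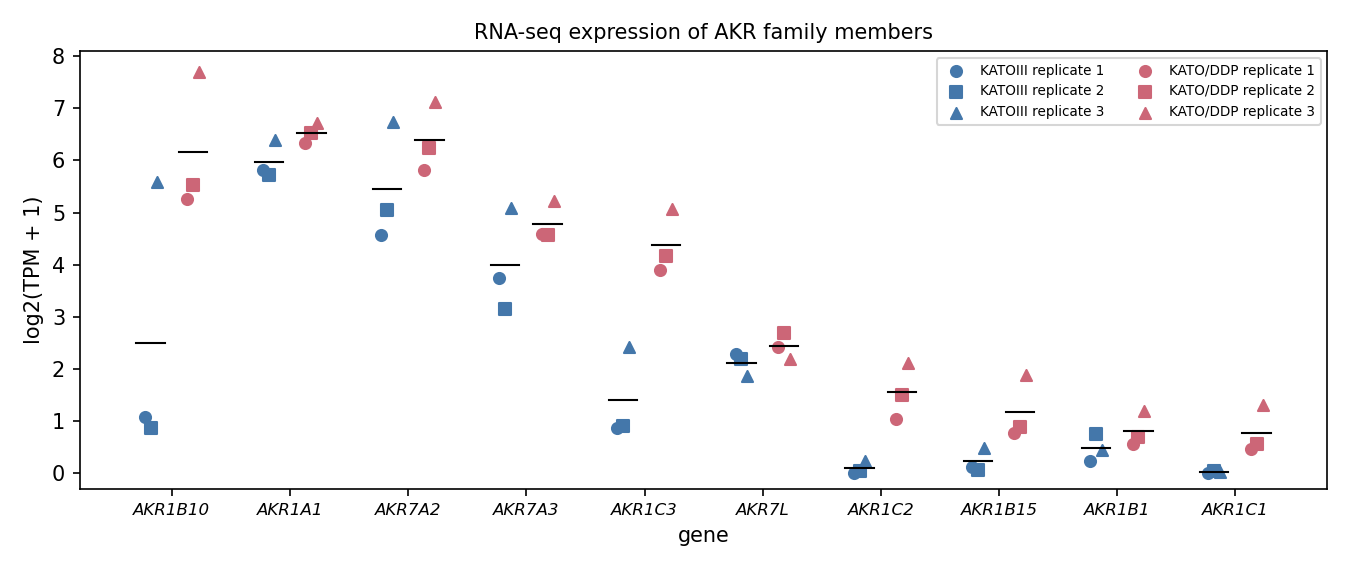
RNA-seq values of the AKR family members that were tested, and of AKR1C1, as log2(TPM + 1), ordered by their mean TPM in KATO/DDP, with one point per library, shapes for the replicate numbers and a black line at the mean of each line. AKR1B10 in KATOIII replicate 3, at 46.7 TPM, lies within the range of the KATO/DDP libraries, from 37.3 to 208 TPM.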

Moreover, the Gene Set Enrichment Analysis results confirmed that the oxidation reduction pathway, the small molecule metabolic process, and the cofactor metabolic process all belonged to the topmost significant pathways with the highest enrichment scores. 

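When the 14477 tested genes were ordered by log2 fold change from the highest in KATO/DDP, AKR1B10 ranked 11, AKR1C3 ranked 29 and AKR1C2 ranked 245. By limma's moderated statistic, which also weighs the spread between replicates, AKR1C3 ranked 42, AKR1C2 ranked 93 and AKR1B10 ranked 559. These ranks are from the fit without the replicate block. With the block, the adjusted p from limma was 0.0037 for AKR1C3, 0.011 for AKR1B10 and 0.021 for AKR1C2, so AKR1B10 came before AKR1C2. AKR1A1 ranked 2225 and AKR1B1 ranked 3514 by log2 fold change. AKR1C1 has no rank, since its mean TPM was under the limit for testing. The gene set collections themselves were not used here, so no enrichment score was computed.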

All these pathways indicated the presence of the AKR family with higher ranking matrix scores (Figure 3B–E). Genes involved in oxidation reduction pathway, the small molecule metabolic process, and the cofactor metabolic process are listed in Table S5. The protein–protein interaction network was constructed from differentially expressed genes using Cytoscape version 3.8.2, wherein 371 nodes with 483 edges were identified. From this network, the most significant module was detected using the MCODE Cytoscape plugin. MCODE revealed 13 nodes and 36 edges, with the highest score 6 containing *UGT1A1, UGT1A10, CYP1A1, CBR3, HSD17B2, AKR1C1, AKR1C3, CXCL8, CXCL11, CXCL13, NMUR2, ADCY7,* and *SSTR5* (Figure 4A,B). 

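Of the 13 genes of the module, 7 passed the limits on fold change and adjusted p, with CBR3, AKR1C3, CXCL13 and NMUR2 higher in KATO/DDP and CXCL8, ADCY7 and SSTR5 lower. CBR3 rose from 10.9 ± 2.49 to 59.7 ± 6.04 TPM (SD, n = 3 each), a log2 fold change of 2.37 (standard error 0.27, adjusted p = 0.010 from limma). CXCL8 fell from 107 ± 48.9 to 15.6 ± 4.05 TPM (SD, n = 3 each), with a log2 fold change of -2.61 (standard error 0.43, adjusted p = 0.036 from limma). SSTR5 had a log2 fold change of -2.18, ADCY7 of -1.97 and NMUR2 of 2.21, with adjusted p-values from limma of 0.015, 0.040 and 0.026. CXCL11 rose by 1.70 on the log2 scale, under the limit on fold change, with an adjusted p of 0.021 from limma. CYP1A1 was lower in KATO/DDP, at 2.75 ± 0.628 TPM against 16.9 ± 12.2 TPM in KATOIII (SD, n = 3 each). Its log2 fold change was -1.99 (standard error 0.53, adjusted p = 0.093 from limma). UGT1A10 had a log2 fold change of 2.89 (standard error 0.91, adjusted p = 0.12 from limma), with 48.8 TPM in KATOIII replicate 3 against 2.83 and 3.80 TPM in replicates 1 and 2. UGT1A1 had a log2 fold change of 0.40 (standard error 0.53, adjusted p = 0.70 from limma). The UGT1A genes share exons, and 23.1% of the 50-base words of UGT1A10 and 50.5% of those of UGT1A1 occur in no other gene, so their values are uncertain. For CBR3 this share was 64.3% and for ADCY7 62.1%, so the values of these genes may also include reads shared with other genes. With the replicate number as a block, 10 of the 13 genes passed both limits, with HSD17B2, CYP1A1 and UGT1A10 added to the 7.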

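AKR1C1 and AKR1C3 lie on chromosome 10, as does their paralog AKR1C2. For AKR1C3, 95.5% of the 50-base words of its transcripts occur in no other gene, and for AKR1C1 71.4%, so the AKR1C1 value may include reads that other copies share; the reads were not analysed here. The log2 difference in AKR1C3 between same-numbered libraries of KATO/DDP and KATOIII was 3.03, 3.28 and 2.66 for replicates 1, 2 and 3. With each library left out in turn, the log2 fold change of AKR1C3 stayed between 2.64 and 3.50, but its adjusted p from limma ranged from 0.0019 to 0.17. With the replicate number as a block, the adjusted p of AKR1C3 was 0.0037 from limma. In both lines the AKR1C3 values were above the AKR1C1 values, with means of 21.2 and 0.77 TPM in KATO/DDP. All 3 KATO/DDP libraries were above all 3 KATOIII libraries for both genes, and for 3 against 3 libraries an exact two-sided permutation test cannot give a p below 0.10. The paper starts from the genes changed between the lines, finds the AKR family in the enriched pathways and with higher scores in the gene set analysis, and finds AKR1C1 and AKR1C3 in the most significant module of the protein interaction network. From these results combined it proposes the pair as molecular markers of the resistance.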

All these combined bioinformatic results indicated that AKR1C1 and AKR1C3 could be the most likely molecular markers to promote cisplatin resistance in the KATO/DDP cell line.

### 2.3. Verification of Cisplatin Resistance Related Genes in KATO/DDP Cell Line

Previous studies have reported that cisplatin resistance was associated with the impairment in drug transporters and DNA repair proteins. Consequently, we first determined the expression levels of major DNA repair genes such as *XRCC1* and *ERCC1*, and drug transporters such as *MRP1* and *MDR1*, which are known to be associated with drug resistance. The results indicated that there were no differences in expression values between the KATOIII and KATO/DDP cell lines in qPCR (Figure 5A). According to previously published reports, AKR family members are considered important genes in promoting drug resistance in the KATO/DDP cell line. The expression levels of *AKR1C1, 1C2, 1C3, 1B1,* and *1B10* genes were compared to those of KATOIII and KATO/DDP using qPCR. As shown in Figure 5B, AKR1C3 and AKR1C1 exhibited the highest fold-change difference between KATOIII and KATO/DDP at 6.2- and 5.6-fold, respectively, while the fold-change difference of AKR1C2 was 2.2. The expression levels of AKR1B1 and 1B10 indicated that there were no differences between KATOIII and KATO/DDP. This suggested that AKR1C1 and 1C3 were dramatically overexpressed in resistance phenotype KATO/DDP when compared to sensitive phenotype KATOIII cells. Moreover, AKR1C3 exhibited the highest expression level among members of the AKR family in KATO/DDP using qPCR (Figure 5C). In the subsequent step, we attempted to endorse differences in the protein expression levels of AKR1C1 and AKR1C3 between the KATOIII and KATO/DDP cell lines using Western blot analysis. As shown in Figure 5D–F, the expression levels of AKR1C1 and 1C3 were increased by cisplatin treatment in KATO/DDP cells, whereas the expression levels of both proteins in KATOIII cells after treatment with cisplatin did not change. All these combined results indicated that AKR1C1 and AKR1C3 are the most presiding molecules in promoting cisplatin resistance in the KATO/DDP cell line.

### 2.4. Inhibition of AKR1C1 and AKR1C3 in Resensitizing the Cisplatin Cytotoxicity 

In order to verify that AKR1C1 and AKR1C3 were the most promising factors in promoting cisplatin resistance in SRCGC, AKR1C1 and AKR1C3 were specifically inhibited by 3-bromo-5-phenylsalicylic acid (5PBSA) and ASP9521, respectively. KATO/DDP cells were treated with different concentrations of cisplatin (0–100 µM) with or without an AKR1C1 or AKR1C3 inhibitor. When KATO/DDP cells were treated with cisplatin at 25 µM together with ASP9521 at 5 and 10 µM, there was a significant reduction in cell viability, from 77 ± 1.1% to 48 ± 1.0% and 45 ± 2.0%, respectively. The same results were also found in KATO/DDP cells that had been treated with cisplatin together with 5PBSA at 10 µM (Figure 6A,B). Cisplatin often exerts cytotoxicity by inducing apoptosis in various tumor cells, including those associated with gastric cancer. Next, we investigated whether the enhancement activity of AKR1C inhibitors on cisplatin-induced cell death was associated with apoptosis by employing an annexin V-PI staining assay. The results indicated that treatment with cisplatin alone at 25 µM induced apoptosis population in KATO/DDP cells from 7.6% to 13%. However, cotreatment with ASP9521 or 5PBSA at 10 µM, and cisplatin at 25 µM, induced the apoptotic population to a degree that was similar to the treatment with cisplatin alone (Figure 6C,D). To confirm whether apoptosis was the main cause of AKR1C inhibitors enhancing cisplatin-induced cell death, levels of the apoptotic signaling pathway proteins were investigated by including cleaved caspase-3 and Bax. As shown in Figure 6E, a combination treatment did not change the level of cleaved caspase-3 and Bax when compared with cisplatin alone. Although there was a significant reduction in the percentage of cell viability in combination treatment of cisplatin and AKR1C inhibitors when compared to cisplatin alone, no significant changes were observed in apoptosis assay and apoptosis markers between cisplatin alone and cisplatin treated together with AKR1C inhibitors. The data suggested that the cell death induced by the inhibition of AKR1C1 and AKR1C3 was independent of the apoptosis pathway, and utilized an alternative pathway to promote cell death.

### 2.5. Inhibition of AKR1C1- and AKR1C3-Induced Cell Death via Autophagy 

Cisplatin-induced cell death occurred via the apoptosis pathway, but also stimulated autophagy cell death. Therefore, we investigated whether the enhancement activity of the AKR1C1 and 1C3 inhibitors on cisplatin-induced cell death was involved with autophagy. Autophagy vacuoles were labeled by monodansylcadaverine (MDC) fluorescent staining and detected using a fluorescent microscope. As shown in Figure 7A,B, the formation of autophagic vacuoles in KATO/DDP cells for the combined treatment of cisplatin and ASP9521 or 5PBSA were increased from 33 ± 1.3% to 51 ± 3.3% and 52 ± 1.2%, respectively, when compared to cisplatin alone. To further confirm that AKR1C1 and 1C3 inhibitors mediated cisplatin-induced KATO/DDP cell death via the autophagy pathway, the expression level of LC3B-II, a credible marker of autophagosome, was assayed by Western blot analysis. As shown in Figure 7C,D, there was an increase in the expression of LC3B-II in combination treatment with cisplatin and ASP9521 or 5PBSA when compared to the treatment with cisplatin alone. 

To verify that autophagy played a major role in the process wherein AKR1C1 and 1C3 inhibitors enhanced cisplatin-induced cell death, KATO/DDP cells were cotreated with 3MA (autophagy inhibitor), cisplatin, and AKR1C1 or 1C3 inhibitors for 48 h. Subsequently, the degree of cell viability was analyzed. As shown in Figure 8A,B, cell survival was increased by up to 66 ± 2.3% when cells were treated with 3MA together with ASP9521 and cisplatin. In addition, cell survival also increased by up to 68 ± 1.4% in cells treated with 3 methyl adenine (3MA) together with 5PBSA and cisplatin, according to the pattern observed in the resistance phenotype. Furthermore, we assessed the outcome of 3MA by using MDC autophagy vacuole staining. We confirmed that there was a reduction in the autophagic vacuole to 18 ± 0.56% and 17 ± 0.85% in cells treated with 3MA in conjunction with cisplatin and ASP9521 or 5PBSA when compared to cisplatin in conjunction with ASP9521 or 5PBSA (Figure 8C,D). Taken together, inhibition of AKR1C1 and 1C3 increased the formation of autophagic vacuoles, as well as LC3B-II formation and promotion of cell death. This suggested that AKR1C1 and 1C3 inhibition regulated the cisplatin-induced KATO/DDP cell death via the autophagy pathway.

### 2.6. AKR1C1 and 1C3 Mediated Chemo-Resistance in KATO/DPP by Regulating Redox Homeostasis

Recent reports have postulated that cisplatin increased the generation of intracellular ROS, which then caused damage to DNA, proteins, and lipids, leading to cell death. Human AKR1C isoforms were involved in the reduction of 4-hydroxynonenal (HNE), a reactive aldehyde derived from lipid peroxidation, into its less-toxic alcohol 4-hydroxy-2-nonenol form. To further clarify the underlying mechanisms of AKR1C1- and 1C3-mediated cisplatin-resistance in SRCGC, intracellular ROS levels were determined using a DCF-DA ROS assay. As shown in Figure 9A, there was a significant increase in intracellular ROS after being treated for 1 h with cisplatin at 25 µM in KATO III cells. In contrast, there were no significant changes in AKR1C1 and AKR1C3 overexpressing KATO/DDP. Moreover, when KATOIII cells were treated together with cisplatin and N-acetyl cysteine (NAC) 2 mM, cell viability increased back to 65 ± 2.1% from 46 ± 1.0% when compared to treatment with cisplatin alone (Figure 9B). These results indicated that cisplatin induced KATO III cell death, at least on the part of intracellular ROS generation. To further investigate the underlying mechanisms of AKR1C1- and AKR1C3-mediated cisplatin resistance in KATO/DDP, the intracellular ROS levels were determined after treatment with AKR1C1 or 1C3 inhibitors. As shown in Figure 9C, when KATO/DDP cells were treated together with cisplatin and ASP9521 or 5PBSA, there was a significant increase in ROS generation after 1 h of cisplatin treatment. Alternatively, KATO/DDP cells could be treated with cisplatin and ASP9521 or 5PBSA with or without NAC. As shown in Figure 9D, cell viability dramatically increased from 48 ± 2.1% to 65 ± 0.69% in cells treated with NAC together with cisplatin and ASP9521 when compared to the combination treatment of cisplatin and ASP952. A similar pattern was observed in NAC treated with cisplatin and 5PBSA at 65 ± 2.8%. 

These outcomes indicated that cisplatin could induce the cell death in KATO cells by generation of intracellular ROS. Moreover, AKR1C1 and AKR1C3 overexpressing KATO/DDP showed a reduction in the generation of intracellular ROS, and while inhibition of these enzymes could regenerate intracellular ROS, this in turn promoted cell death and reversed the resistance property.

## 3. Discussion

In the clinical management of gastric cancer, cisplatin combination regimes have been used as a first-line chemotherapeutic agent [15], while there has been an emergence in drug resistance even with the best treatment. Much effort has been put into understanding the mechanisms of cisplatin chemoresistance; however, the underlying mechanisms are not fully understood, especially regarding SRCGC. In our previous study, we developed a model to acquire cisplatin resistance in KATOIII signet ring cell gastric carcinoma patients by stepwise treatment with cisplatin for a period of 9 months [16]. Again, in this study we found that the resistance index of KATO/DDP exhibited a 7-fold change, which confirmed that this cell presented a significantly greater tolerance to higher cisplatin concentrations when compared to the parental counterparts. Next, we used transcriptomic sequencing strategy to identify the DEGs and to conduct in-depth studies on the mechanisms of cisplatin resistance in SRCGC.

The RNA-seq analysis showed 519 differentially expressed genes between KATOIII and KATO/DDP. Among the topmost significant pathways in the David functional annotation biological process, five pathways, namely oxidation reduction, digestion, steroid metabolic process, and daxorubincin and daunorubincin metabolism, showed the presence of AKR1C1 and AKR1C3 genes. Moreover, AKR genes were also involved in the top three pathways associated with Gene Set Enrichment Analysis, including the oxidation reduction pathway, the small molecule metabolic process, and the cofactor metabolic process. We also constructed the protein–protein interaction network, which identified 13 genes (*UGT1A1, UGT1A10, CYP1A1, CBR3, HSD17B2, AKR1C1, AKR1C3, CXCL8, CXCL11, CXCL13, NMUR2, ADCY7,* and *SSTR5*) in the strongest interacting network. Our MCODE results correlated with those of a study conducted by Ebert et al. that indicated that the activation of phase I metabolism by CYPs generated metabolites and ROS. These metabolites and ROS were capable of inducing Nrf2-regulated antioxidant response genes such as *CBR3* and *AKRs* [17]. Furthermore, *CYP1A1, AKR1C1, AKR1C3,* and *CBR3* were contained in the most significant module analyzed by MCODE. All these combined bioinformatic results indicated that the *AKR1C1* and *AKR1C3* genes are promising molecules in the development of cisplatin resistance in SRCGC. 

Previous studies have reported that the drug transporter genes *MRP1* and *MDR1* mediated the development of platinum drug resistance in lung cancer cells [18,19]. Moreover, nucleotide excision repair and base excision repair mechanisms are also said to be able to protect against the cytotoxicity of cisplatin in cancer cells [20]. Accordingly, the expression levels of *MRP1, MDR1, ERCC1,* and *XRCC1* genes have been determined. No significant fold-change differences were observed between KATOIII and KATO/DDP. High expression levels of AKR family members have been reported to be able to promote drug resistance in cancer cells. Here, we found that AKR1C3 and AKR1C1 exhibited the highest degree of fold-change differences among the AKR family, while AKR1C3 exhibited the highest expression in KATO/DDP. Our Western blot results also supported the finding that AKR1C1 and AKR1C3 were overexpressed in KATO/DDP when compared to KATOIII. These results suggested that AKR1C1 and AKR1C3 are the most important molecules in cisplatin resistance. This determination was supported by the outcomes of previous studies, which found that AKR1C1 and AKR1C3 could catalyze the inactivation of doxorubicin cytotoxicity and the induction of both enzymes to significantly mitigate the cytotoxicity of danorubicin in leukemic U937 cells [8]. Moreover, the involvement of upregulated AKR1C1 and 1C3 in oxaliplatin-resistant gastric cancer cells has been reported [21].

Members of the AKR family could metabolize certain endogenous substrates, such as prostaglandins, steroids, and xenobiotics, in a NADPH-dependent manner. Members of the AKR1C subfamily are emerging as important mediators of cancer pathogenesis. Among them, AKR1C1 and AKR1C3 have been reported to be upregulated in human tumors and identified as prognostic markers for various forms of cancer, including breast, colon, bladder, and prostate cancers [22,23,24]. In the study of colon cancer, specific inhibitors of AKR1C1 and AKR1C3 or knockdowns of the genes in the resistant cells were used to resensitize the cells to cisplatin toxicity [25]. Accordingly, these outcomes were consistent with our results, which found that the inhibition of AKR1C3 or AKR1C1 activity could enhance the cytotoxicity of cisplatin in KATO/DDP cells. This would suggest that AKR1C1 and AKR1C3 are promising factors in promoting cisplatin resistance in SRCGC.

The antitumor activity of cisplatin is a complex process in which several pathways are involved, leading to cell cycle arrest, apoptosis, ferroptosis, and autophagy, depending on the treatment conditions and the cell type [26,27,28]. Cisplatin-induced cell death via apoptosis is the predominant pathway. The previous study indicated that knockdown AKR1C3 in esophageal adenocarcinoma cells exhibited greater apoptosis upon receiving cisplatin treatment. Therefore, we investigated whether the enhancement activity of AKR1C1 and 1C3 inhibitors on cisplatin-induced cell death was associated with apoptosis. Surprisingly, we found no significant differences in percent cell apoptosis between treatments involving cisplatin alone and cisplatin combined with ASP9521 or 5PBSA. Moreover, KATO/DDP cells treated with cisplatin alone induced the expression of cleaved caspase-3. However, a combination treatment did not change the levels of cleaved caspase-3 and Bax when compared with cisplatin alone. The data suggested that cell death induced by AKR1C1 or AKR1C3 inhibitors was independent of the apoptosis pathway. Based on previous studies, AKR1C activity was inhibited along with the expression of sensitized cancer cells to chemotherapeutic drugs via the autophagy pathway [29,30]. Thus, AKR1C1 and 1C3 inhibitors were used to examine whether they could enhance cisplatin-induced KATO/DDP cell death via autophagy. The expression level of LC3BII, an autophagy marker, showed increased expression levels in cisplatin treatment in conjunction with AKR1C1 and 1C3 inhibitors when compared to cisplatin alone. A previous study indicated that mono platinum could induce cell death in human ovarian carcinoma by activating autophagic cell death [31], which was consistent with our results. This outcome was confirmed through the use of MDC dye for the purposes of autophagy vacuole staining. It was found that an increase in the formation of autophagic vacuoles was detected in cisplatin and the inhibitor combination group when compared to cisplatin alone. To confirm that autophagy is a major process of AKR1C1 and 1C3 inhibitors in the enhancement of cisplatin-induced KATO/DDP cell death, we used 3MA as an autophagy inhibitor. The obtained results indicated that when KATO/DDP cells were treated together with cisplatin, ASP9521 or 5PBSA, and 3MA, a reversal was observed in the cytotoxicity of the combination treatment of cisplatin and AKR1C1 or the 1C3 inhibitors. This result correlated with the formation of autophagic vacuoles. In experiments in which cisplatin was combined with AKR1C inhibitors and 3MA, there was a significant reduction in the formation of autophagic vacuoles when compared to cisplatin treated in conjunction with AKR1C inhibitors. 

Cisplatin is one of the most frequently used cytotoxic agents in the treatment of gastric cancer. The traditional mechanism of cisplatin involves the formation of inter- and intrastrand chain cross-linking of DNA for the induction of p53, cell cycle arrest, and apoptosis. More recently, it has been shown that ROS generated by cisplatin could increase lipid peroxidation [32]. The metabolized products of lipid peroxidation can be decomposed to yield a wide range of cytotoxic products, most of which are known to be aldehydes such as malonaldehyde, hexanal, and 4-HNE [33,34]. The AKR1C family can reduce 4-HNE to the nontoxic 1,2-dihydroxynonene, which would play an important role in the detoxication of this reactive aldehyde [33,35]. In the previous study, it was reported that the AKR1C family was involved in oxaliplatin resistance by neutralizing ROS generated by oxaliplatin [21]. Moreover, the inhibition of AKR1C3 expression has been reported to promote an increase in ROS and a reversal of drug resistance to cisplatin in patients diagnosed with colon cancer [25]. Therefore, we determined the appropriate levels of ROS in both KATOIII and KATO/DDP cell lines. The ROS levels increased significantly after cisplatin treatment in KATOIII cells, but not to a significant degree in the AKR1C1 and 1C3 overexpression of KATO/DDP cells. Upon inhibition of AKR1C1 and 1C3 in KATO/DDP cells, ROS increased to a significant level after cisplatin treatment. This indicates that cisplatin could induce ROS generation in KATO cells in a way that was dependent upon the activity of AKR1C1 and 1C3. Nrf2 is a transcriptional factor that is activated by modification of Cys thiols in Keap1 in response to activators such as ROS, electrophiles, and nitrogen radicals [28,36]. Moreover, a previously published report stated that AKR1C3 is said to be a direct target of Nrf2 and plays an essential role in redox balance. To confirm that ROS generation could induce cell death in KATO cells, KATOIII cells were treated in conjunction with cisplatin and NAC. This resulted in an increase in cell survival when compared to treatments with cisplatin alone. 

Furthermore, the inhibition of ROS generation by NAC in cisplatin combined with the ASP9521 or 5PBSA group could significantly mitigate the cytotoxicity of cisplatin to increase KATO/DDP cell survival. According to previous reports, intracellular ROS may enhance ER stress and promote autophagic cell death under certain conditions [37]. In a study conducted by Chen et al., induction of oxidative stress in the U87 and HeLa cell lines promoted autophagic cell death independently of apoptosis, while blocking ROS generation to effectively reverse cell death induced by autophagy [38]. Moreover, curcumin treatment increased intracellular ROS levels in human colon cancer cells and enhanced nonapoptotic cell death through the upregulation of LCIIIB [39]. These data may support our finding that inhibition of AKR1C1 and AKR1C3 may abolish the ROS neutralizing action by aldoketoreductase-overexpressing cells, restore the accumulation of ROS, and promote cell death via autophagy in cisplatin resistance in SRCGC.

## 4. Materials and Methods

### 4.1. Chemicals and Reagents 

Dulbecco’s Modified Eagle Medium (DMEM), trypsin, and penicillin–streptomycin were supplied from Gibco (Grand Island, NY, USA). Fetal bovine serum (FBS), RIPA buffer, protease inhibitors, and Coomassie Plus™ Protein Assay Reagent were obtained from Thermo Scientific Company (Waltham, MA, USA). Apoptosis annexin V and PI was purchased from Biolegand (San Diego, CA, USA). Nucleozol RT reagent was purchased from Takara Bio (Mountain View, CA, USA). Maxima SYBER Green qPCR Master Mix and RevertAid First Strand cDNA Synthesis Kit were purchased from Thermo Scientific (Waltham, MA, USA). Acryalmide solution was purchased from Himedia (L.B.S.Marg, Mumbai, India). Antibodies specific to AKR1C1, AKR1C3, caspase-3, Bax, and LC3B were purchased from Abclonal (Woburn, MA, USA). Nitrocellulose membrane and ECL reagent were supplied by GE Healthcare (Little Chalfont, UK). The 3MA, DCF-DA, and cisplatin were obtained from Sigma (St. Louis, MO, USA).

### 4.2. Cell Line and Culture Condition

The KATOIII human gastric cancer cell line was purchased from American Type Culture Collection (Manassas, VA, USA). The cells were cultured in DMEM containing 10% FBS and 1% (*v*/*v*) penicillin and streptomycin. These cultured cells were maintained at 37 °C in a 95% humidified atmosphere and 5% CO_2_ conditions. 

### 4.3. Establishment of Cisplatin Resistance Gastric Cancer Cell Line

In order to establish a cisplatin-resistant gastric cancer cell line with the same genetic background, the parental KATOIII gastric cancer cell lines were stepwise treated with cisplatin concentration from 0.5 to 3  µM over 9 months, and this cell line was termed KATO/DDP [16]. The resistance ratio was determined by dividing the IC_50_ of the resistance cell line to the IC_50_ of the sensitive ones. Then, the resistance phenotype was maintained by 3 µM concentration of cisplatin, and these cells were cultured in drug-free media for at least two passages before each experiment.

### 4.4. Cell Viability Test

Gastric cancer cells KATOIII and KATO/DDP cells (1.2 × 10^5^) were plated in 12^_^well plates and treated with different concentrations of cisplatin (0–100 µM) or AKR1C inhibitors or 3MA or NAC at 37 °C for 48 h. After 48 h, the cells were collected and resuspended in incomplete media and stained with 0.4% trypan blue dye. The cell viability was assessed by trypan blue staining, and the percentage of cell viability was calculated and compared to that of the control. The IC_50_ value was defined as the required concentration of cisplatin that was required for 50% cell death.

### 4.5. RNA Isolation, Transcriptomic Sequencing, and Analysis

Total RNA was extracted by Nucleozol RT reagent according to the manufacturer’s instructions, and RNA degradation and contamination was checked by Clorox-denatured 1% agarose gel electrophoresis. RNA sequencing was conducted by Novogene Co., Ltd. using the illumina Hiseq 2000 platform. The quality control (QC) of raw reads was checked, and the raw fastq data were analyzed by using CLC genomic work bench version 21. The differentially expressed genes were also analyzed with the CLC Genomics Workbench plugin.

Overexpressed genes were validated using qPCR and Western blot analyses comparing parental and cisplatin-resistant cell lines. The sequencing data were submitted to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession number GSE186205. For gene functional annotation, the differentially expressed genes were analyzed by using Gene Set Enrichment Analysis version 4.1.0, David Bioinformatics Resource functional annotation tools version 6.8, and Cytoscape version 3.8.2.

### 4.6. RNA Isolation, Reverse Transcription, and Quantitative PCR

Total RNA was extracted by Nucleozol RT reagent according to the manufacturer’s instructions. Complementary DNA was synthesized by using the Revert Aid First Strand cDNA Synthesis Kit (Thermo Scientific, Loughborough, UK). The quantitative reverse transcription polymerase chain reaction was carried out by Maxima SYBER Green qPCR Master Mix (Thermo Scientific, Loughborough, UK) with the applied biosystem 7500 Fast platform. The relative expression of the genes was analyzed by 2^−ΔΔCT^. The primer sequences used in this study are listed in Table S1. 

### 4.7. Western Blotting Analysis 

The treated cells were extracted by a RIPA lysis buffer containing protease inhibitors (1 mM PMSF, 10 μg/mL leupeptin, 10 μg/mL aprotinin) for 20 min on ice. The insoluble matter was removed by centrifugation at 12,000 rpm for 15 min at 4 °C, the supernatant fraction was collected, and the protein concentration was determined by using a Bradford protein assay. Total protein extracted from the cells was separated by 10% and 12% SDS polyacrylamide gel electrophoresis and then transferred to the nitrocellulose membrane. The membrane was then incubated with the desired primary antibody overnight at 4 °C. The secondary antibody at 1:10,000 was incubated for 2 h at room temperature, and the results were visualized by a chemiluminescent detection system and then exposed to X-ray film (GE Healthcare Ltd., Little Chalfont, UK).

### 4.8. Intracellular ROS Measurement

Intracellular ROS was measured by a DCF-DA (2′,7′-dichlorofluorescin diacetate) assay. A total of 4 × 10^5^ cells were treated with various concentration of cisplatin with or without AKR1C1 and 1C3 inhibitors for 1 h and stained with a 5 µM final concentration of DCF-DA for 30 min at 37 °C. The cells were washed with PBS and then lysed by 90% Dimethyl sulfoxide, and the fluorescence intensity was measured against 485/525 by fluorescent plate reader.

### 4.9. Apoptosis Assay

KATO/DDP cells (2 × 10^5^) were treated with cisplatin with or without AKR1C1 and 1C3 inhibitors and incubated at 37 °C for 24 h. After 24 h, the cells were collected and washed with PBS and then stained with annexin V and PI for 30 min at 37 °C, and analyzed with the BD FACScan^TM^ flow cytometer (BD Biosciences, San Jose, CA, USA).

### 4.10. Monodensylcadaverine Staining

The KATO/DDP cells (2 × 10^5^) were treated with cisplatin with or without AKR1C1 and 1C3 inhibitors and 3MA and incubated for 24 h. Then, the cells were washed with ice-cold PBS, and stained by MDC dye for 30 min at 37 °C. The cells were washed with PBS twice to remove the excess MDC. The cells were then visualized with a fluorescence microscope (Carl Zeiss AG, Jena, Germany) at an excitation wavelength of 460–500 nm and an emission wavelength of 512–542 nm.

### 4.11. Statistical Analysis

Each of the experiments was conducted in triplicate. Statistical analysis was performed using SPSS (version 22). Data were expressed as mean ± SD with the number of individual experiments described in the figure legends. For comparisons between the means of two variables, unpaired student’s *t*-test was used. For comparisons among multiple variables, one-way ANOVA was used. The statistical significance of differences was considered significant when the *p*-value was <0.05.

## 5. Conclusions

Our research determined that AKR1C1 and AKR1C3 could play a dominant role in promoting drug resistance by neutralizing the ROS generated by cisplatin. Meanwhile, the inhibition of AKR1C3 and 1C1 effectively upregulated ROS generation, increased the cytotoxicity of cisplatin, and promoted autophagic cell death, while reversing the cisplatin resistance property in signet ring gastric carcinoma patients as a unique biological behavior.

## Figures and Tables

**Figure 1:**
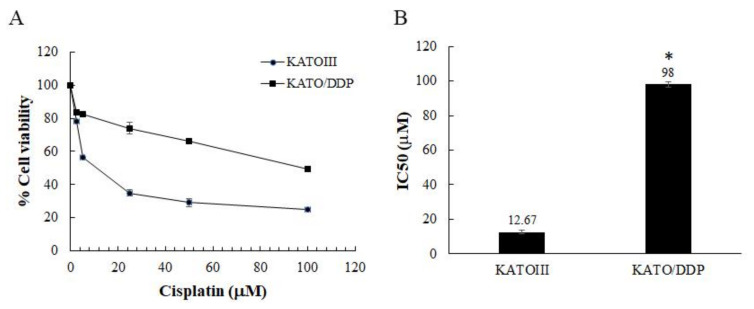
Response of parental drug-sensitive KATOIII and drug-resistant KATO/DDP cells to cisplatin cytotoxicity. KATOIII and KATO/DDP cells were treated with different concentrations of cisplatin (0–100 µM) for 48 h, and cell viability was assessed by trypan blue cell exclusion assay. (**A**) Cell viability of KATOIII and KATO/DDP. (**B**) IC _50_ value of cisplatin in KATOIII and KATO/DDP cell line. The data are presented as means; * represents *p* < 0.05 when compared to control.

**Figure 2:**
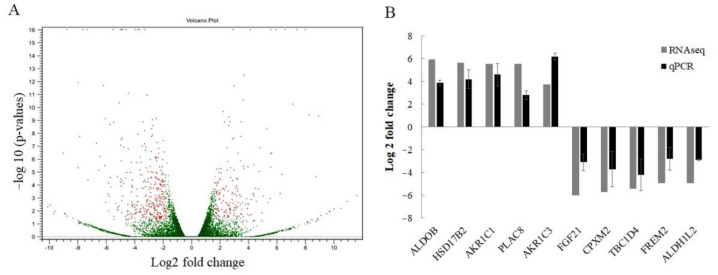
Identification of differentially expressed genes between KATOIII and KATO/DDP cells. (**A**) Volcano diagram of differentially expressed genes between KATO/DDP and KATOIII cell lines, showing 174 upregulated and 345 downregulated genes. (**B**) To validate the differentially expressed genes from RNA sequencing, the expression level of five upregulated and downregulated genes were examined by using qPCR.

**Figure 3:**
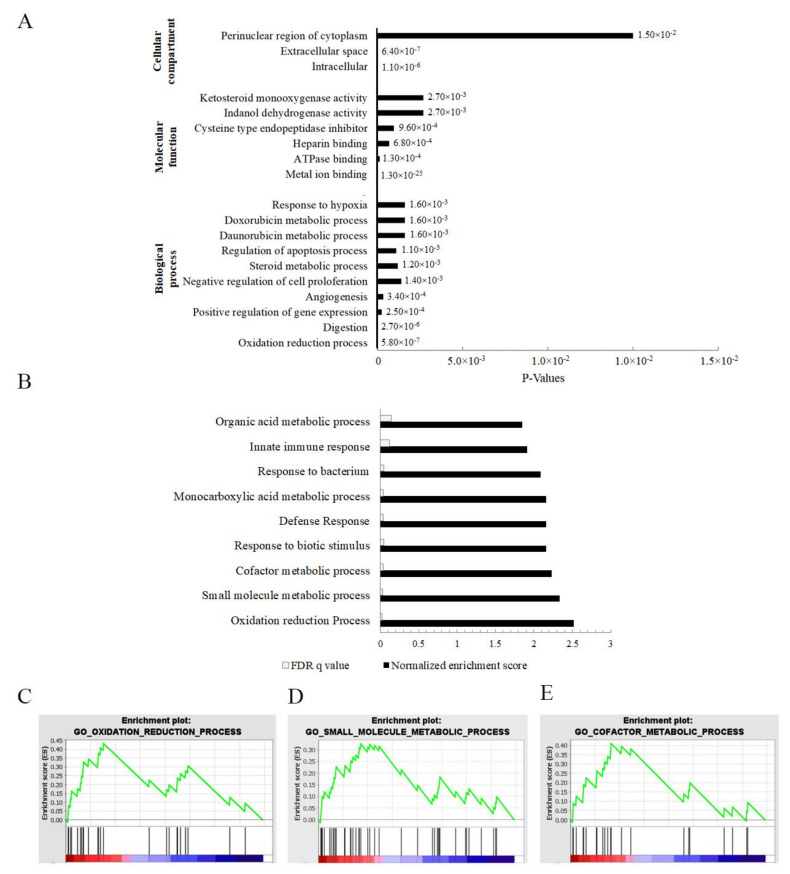
Identification of cisplatin-resistance-related genes in signet ring gastric cancer by bioinformatics analysis of RNA sequencing data: (**A**) David Bioinformatics functional annotation according to gene ontology (GO) in biological process, molecular function, and cellular compartment; (**B**) top 10 GO terms of Gene Set Enrichment Analysis; (**C**) oxidation reduction GO term of Gene Set Enrichment Analysis; (**D**) small molecule metabolic process GO term of Gene Set Enrichment Analysis; (**E**) cofactor metabolic process GO term of Gene Set Enrichment Analysis.

**Figure 4:**
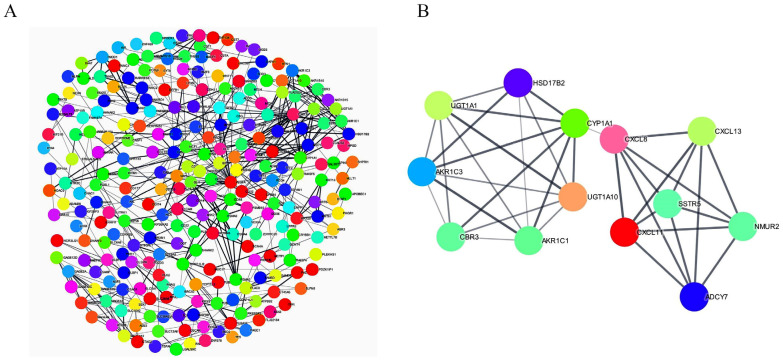
Protein–protein interaction network construction. (**A**) Protein–protein interaction network of differentially expressed genes, constructed using Cytoscape, showing 371 nodes with 483 edges. (**B**) Topmost significant module in PPI network analyzed by MCODE (score = 6).

**Figure 5:**
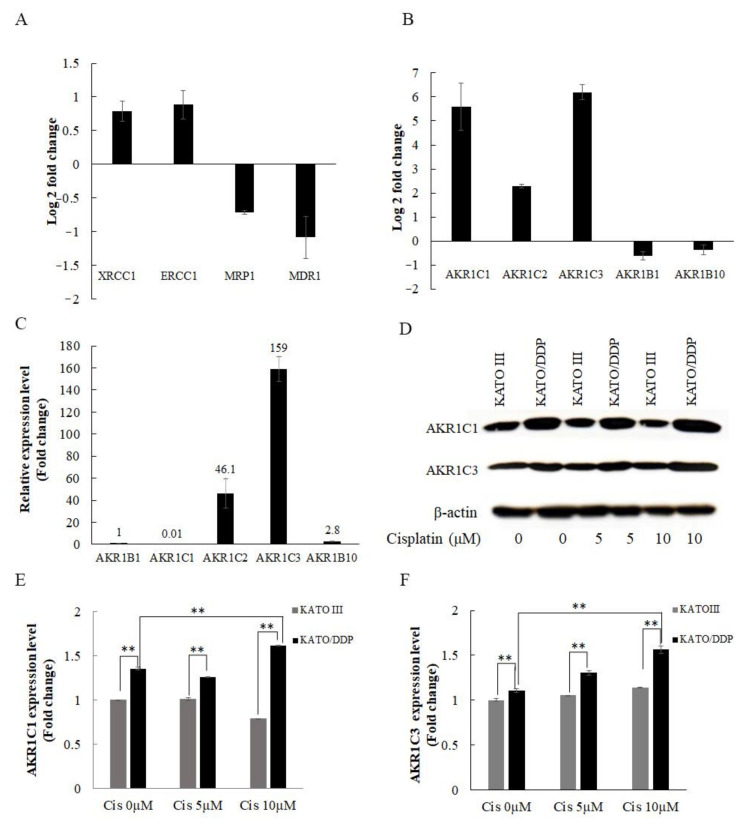
Determination of cisplatin resistance related genes in SRCGC. (**A**) Fold-change difference in expression of known drug-resistance-related genes between KATO/DDP and KATOIII gastric cancer cell lines by qPCR. (**B**) Fold-change difference in expression of aldoketoreductase family between KATO/DDP and KATOIII gastric cancer cell line by qPCR. (**C**) Relative expression of aldoketoreductase family in KATO/DDP cell line. (**D**) KATO/DDP and KATOIII gastric cancer cell lines were treated with different concentration of cisplatin (0–10 µM) for 24 h. The expression levels of AKR1C1 and AKR1C3 were detected by Western Blot analysis. (**E**) Quantitative representation of AKR1C1 protein expression by Western blot. (**F**) Quantitative representation of AKR1C3 protein expression by Western blot analysis. Data are presented in mean ± SD; ** represents *p* < 0.01.

**Figure 6:**
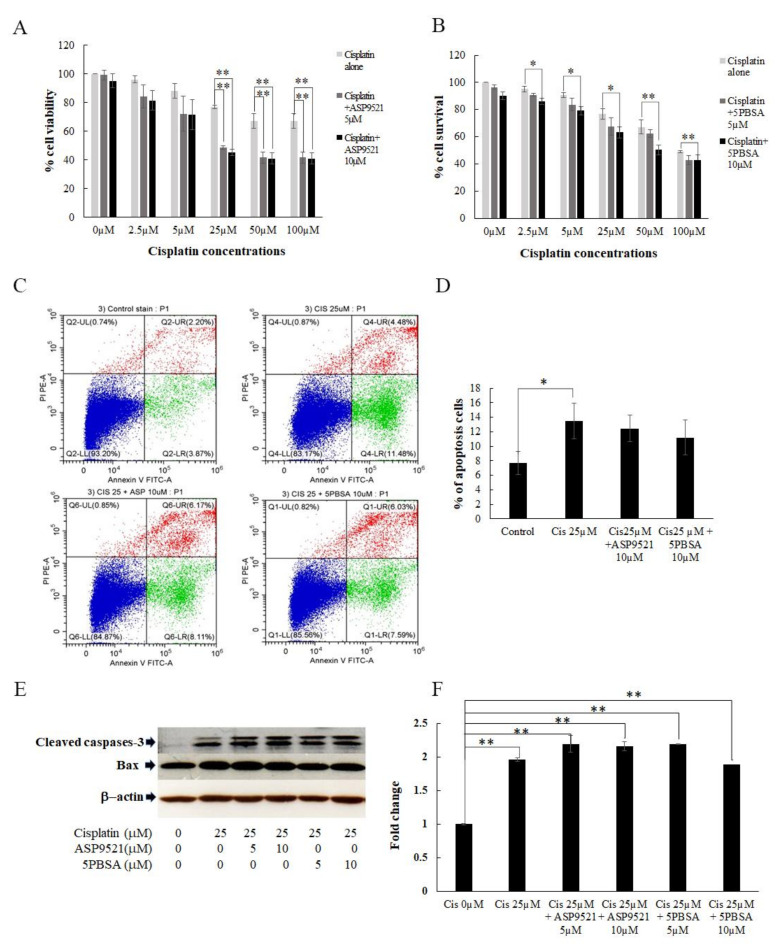
AKR1C1 and AKR1C3 regulated cisplatin-induced KATO/DDP cell death. (**A**) Cell viability of KATO/DDP cells treated with cisplatin (0–100 µM) with or without ASP9521 at 5 µM and 10 µM by trypan blue cell exclusion assay. (**B**) Cell viability of KATO/DDP cells treated with cisplatin with or without 5PBSA at 5 µM and 10 µM by trypan blue cell exclusion assay. (**C**) KATO/DDP cells were treated with cisplatin with or without ASP9521 or 5PBSA at 10 µM for 24 h, and we analyzed the apoptosis assay by flow cytometer. (**D**) Quantitative representation of % of apoptosis analyzed by flow cytometer. (**E**) KATO/DDP cells were treated with cisplatin with or without ASP9521 or 5PBSA at 10 µM for 24 h, and apoptosis markers were detected by Western blot analysis. (**F**) Quantitative representation of apoptosis marker cleaved caspase 3 by Western blot analysis. Data are presented in mean ± SD; * represents *p* < 0.05 and ** represents *p* < 0.01.

**Figure 7:**
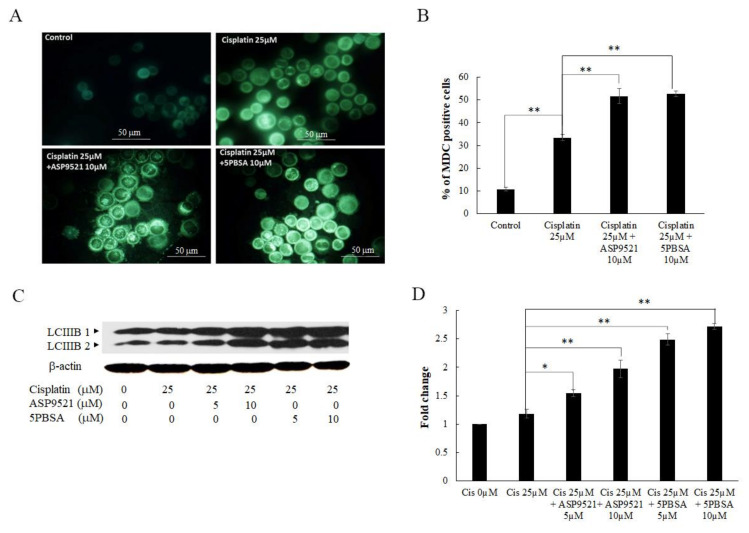
Inhibition of AKR1C1 and AKR1C3 induced cell death via autophagy. KATO/DDP cells were treated with cisplatin with or without ASP9521 or 5PBSA at 10 µM for 24 h. (**A**) Autophagic vacuoles were stained with MDC dye and visualized under a fluorescent microscope. (**B**) Graphical representation of % of MDC-positive cells in KATO/DDP cells. (**C**) Western blot analysis of autophagy marker. (**D**) Quantitative representation of autophagy marker by Western blot analysis. Data are presented as mean ± SD; * represents *p* < 0.05 and ** represents *p* < 0.01.

**Figure 8:**
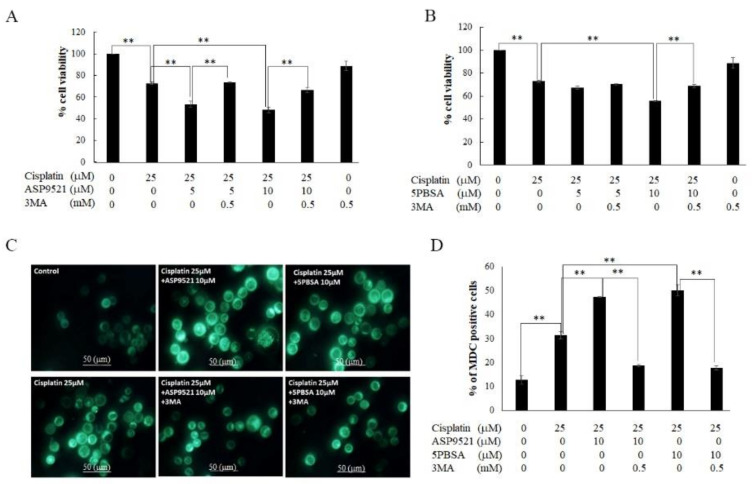
Verification of autophagy as a major pathway of AKR1C1- and 1C3-regulated cell death. (**A**) KATO/DDP cells were treated together with cisplatin and ASP9521 with or without 3MA at 0.5 mM. Cell viability was assessed by using trypan blue cell exclusion assay. (**B**) KATO/DDP cells were treated together with cisplatin and 5PBSA with or without 3MA at 0.5 mM, and cell viability was assessed by using trypan blue cell exclusion assay. (**C**) KATO/DDP cells were treated together with cisplatin and ASP9521 or 5PBSA at 10 µM with or without 3MA at 0.5 mM. Autophagic vacuoles were stained with MDC dye and visualized under fluorescent microscope. (**D**) Graphical representation of % of MDC-positive cells in KATO/DDP. Data are presented as mean ± SD; ** represents *p* < 0.01.

**Figure 9:**
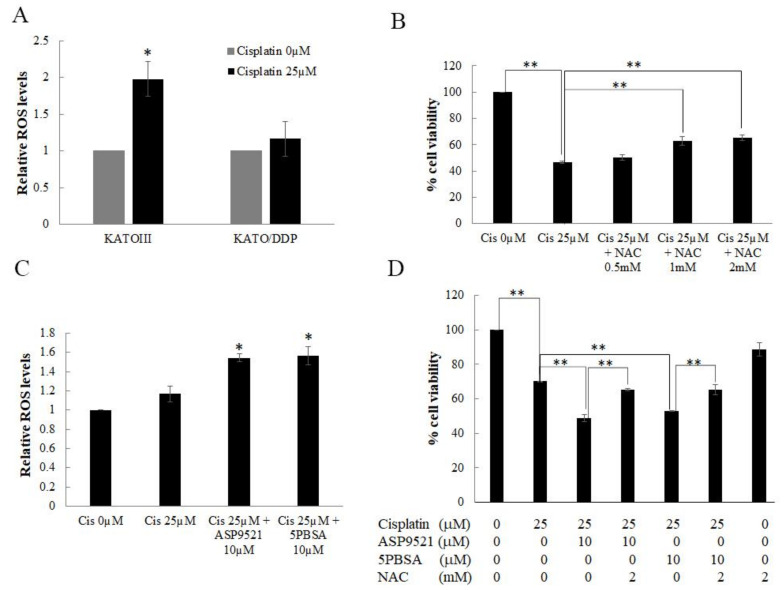
Role of intracellular ROS in AKR1C1 and 1C3 mediating chemo-resistance in signet ring gastric cancer cells. (**A**) Intracellular ROS level in KATOIII and KATO/DDP cell lines after 1 h treated with cisplatin was detected by DCF-DA ROS assay. (**B**) KATOIII cells were treated with cisplatin with or without NAC for 48 h at 37 °C. Cell viability was assessed by using trypan blue cell exclusion assay. (**C**) Intracellular ROS level in KATO/DDP cells after treatment with cisplatin and ASP9521 or 5PBSA. KATO/DDP cells were pretreated with ASP9521 or 5PBSA at 10 µM for 3 h and added with cisplatin at 25 µM. Intracellular ROS was measured by DCF-DA ROS assay after 1 h of cisplatin treatment. (**D**) Cell viability of KATO/DDP cells treated with cisplatin and ASP9521 or 5PBSA with or without NAC. Data are presented as mean ± SD; * represents *p* < 0.05 and ** represents *p* < 0.01.

## Data Availability

The sequencing data were submitted to the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under accession number GSE186205.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222212512/s1.

## Abbreviations

3-MA	3-Methyladenine
5PBSA	3-Bromo-5-phenylsalicylic acid
AKR	Aldoketoreductase
AKR1C1	Aldoketoreductase1C1
AKR1C3	Aldoketoreductase1C3
CYPs	Microsomal cytochrome P450 enzymes
DCF-DA	2’,7’-Dichlorofluorescin diacetate
DEGs	Diffrentially expressed genes
DMEM	Dulbecco’s Modified Eagle Medium
FBS	Fetal bovine serum
GO	Gene ontology
HNE	4-Hydroxynonenal
MDC	Monodansylcadaverine
NAC	N acetyl cysteine
NCBI	National center for biotechnology information
Nrf2	Nuclear factor erythroid related factor 2
PBS	Phosphate-buffered saline
QC	Quality Control
ROS	Reactive oxygen species
SRA	Sequence read archive
SRCGC	Signet ring cell gastric carcinoma

How the deposited data were processed for this re-analysis (not part of the article)

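RNA-seq libraries of KATOIII (3 replicates) and of its cisplatin-resistant derivative KATO/DDP (3 replicates) were analysed. The lines and replicate numbers were taken from the sample labels, and the cisplatin concentrations and the selection time from the paper. The replicate numbers used for pairing also come from the sample labels, which do not say what same-numbered samples share.

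The authors deposited one value in TPM per gene for each library, made from the reads with CLC Genomics Workbench; the genome build, the annotation, the mapping settings and the way reads shared between genes were counted are not named in the paper's text. The deposited TPM values add up to the same total in every library, are not scaled between libraries in any other way, and hold no read counts. The depth of the libraries is therefore unknown, and no confidence interval or detection limit from counting was computed. Where every library of a line is listed at 0, the values are reported as listed, without a fold change against them.

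The planned test was one on read counts. Since the files hold TPM, the alternative set out with it was used: limma (version 3.58.1 in R 4.3.3) on log2(TPM + 1) with a mean-variance trend, on genes with a mean of at least 0.5 TPM over the 6 libraries, without a block. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1.8 in either direction, the fold-change limit being the paper's. The same fit was repeated with the replicate number as a block. Gene lists were tested with camera from limma at its default inter-gene correlation, and set against 10000 random lists matched on mean expression in 50 bins. Gene names, gene types and chromosomes were taken from GENCODE release 29 by Ensembl identifier, with 5435 of the listed genes not found there; no positions are given, since the build of the files is not known. Transcript length and GC content came from the longest GENCODE transcript of each gene, for 14029 of the 14477 tested genes, and each library's trend on both was removed with splines of 5 degrees of freedom for the corrected fits. The share of a gene's sequence found in no other gene was counted over words of 50 bases in the GENCODE transcripts, on both strands. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

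The named genes are the genes the paper names for its RNA-seq, qPCR or network results, reported genes of proteins it measures or discusses (NFE2L2, KEAP1, BAX, MAP1LC3B and GSTP1), every AKR family member tested, list members past the limits, and the 5 largest rises and 5 largest falls past the limits among genes whose libraries of the lines do not overlap; GAGE12F, GAGE12G, the genes that overlap the named antisense genes and the single genes of the lists were named after their values were seen. Alternatives set before the data were examined were a pseudocount of 0.1, no filter on TPM, the replicate block, leaving out each library in turn, and other limits on p and fold change. Alternatives chosen after seeing the data were a mean of at least 1 TPM, TPM rescaled without mitochondrial genes, median-ratio scaling, the correction for GC content and length, replicates 1 and 2 of each line alone, combinations of these or of the pseudocount with the block, and the log2 ratio of mean TPM without a pseudocount. The scripts were tested on simulated data. With 200 changed genes among 14101 tested, and the spread between libraries estimated with the block, 100% of the changed genes were recovered, with 0 wrong calls without the block and 1 with it. With the mean shift of the third replicates over both lines added alike to both, 77% of 200 changed genes among 14145 tested were recovered without the block and 100% with it. The block takes out such a shared shift in full, so the 100% was built in. The real shifts differed between the lines, with a correlation of 0.54, and this was not simulated. The changes put in were larger than the fold-change limit and lay in genes of higher expression, so weaker changes were not tried.

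Enrichment of gene ontology terms, GSEA, the protein interaction network and its module were not recomputed, since the gene sets and interactions were not used here. The qPCR, Western blot and cell viability experiments were not analysed here. Some genes that the rule above names are not reported here; the numbers of genes over the whole transcriptome include them, and the number of qPCR genes does not.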

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

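The tests on the genes below were chosen only after their values were seen, apart from those of the sequence shared with other genes and of the X chromosome dose, which were set out before their outcome was known.

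AC020656.1, an antisense gene that the paper's text does not name, had the largest rise among the genes past the limits, with a log2 fold change of 5.86 and values of 0, 0 and 1.46 TPM in KATOIII against 51.1, 176 and 51.4 TPM in KATO/DDP. It was picked out because it is a signal outside the genes that text discusses, well above its level in the parental line. The gene overlaps LYZ on the other strand, and 5.27% of its 50-base words occur in no other gene. LYZ itself had a log2 fold change of 0.23 (adjusted p = 0.91 from limma), with 132, 198 and 1323 TPM in KATOIII and 238, 206 and 1147 TPM in KATO/DDP. AC020656.1 did not follow LYZ over the 6 libraries, with a correlation of 0.13, so the rise does not track the level of LYZ. LYZ was much higher in the third replicate of both lines, which weighs on a correlation over so few libraries, little of the sequence of AC020656.1 is its own, and how the authors' counting treats strand and shared reads is not known. Shared reads therefore cannot be ruled out, and a rise of the antisense transcript itself is a hypothesis that the files cannot settle.

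GAGE12C, a cancer-testis antigen gene that the paper's text does not name, had the largest fall, with a log2 fold change of -7.54 and 207, 173 and 438 TPM in KATOIII against 1.45, 0 and 0 TPM in KATO/DDP. It was picked out because KATOIII shows a high signal in a gene outside those the text discusses. The paper's supplementary lists of genes were not used here, so whether they hold these genes was not checked. Of the 10 GAGE genes above 0, 4 were past the limits as lower and 3 had a log2 fold change above 0. GAGE12F had 19.6, 6.20 and 72.8 TPM in KATOIII and 218, 213 and 448 TPM in KATO/DDP, opposite to GAGE12C. The summed TPM of the GAGE genes was 992, 901 and 1626 in KATOIII and 471, 468 and 988 in KATO/DDP, a log2 ratio of -0.91. The sum still fell, but much less than the single copies, which is consistent with reads of near-identical copies being assigned to one copy in KATOIII and to another in KATO/DDP, as may happen when the copies that are transcribed differ at few bases. A loss or silencing of some copies would not by itself raise GAGE12F and GAGE12G, but together with a rise of these copies in KATO/DDP it would look alike, since the files do not show the bases. A lower dose of the whole X chromosome was not seen, since the median log2 fold change of its tested genes minus that of the other chromosomes was 0.050, although 14 of the 46 protein coding genes called lower lie on the X chromosome.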

How the results depend on the processing

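The number of genes past the limits depended strongly on the handling of the third replicates. Against 119 genes of every type (47 higher, 72 lower) and 77 protein coding genes (31 higher, 46 lower), the fits that each left out one library gave from 23 to 492 genes, from 15 to 256 higher and from 8 to 236 lower. For protein coding genes they gave from 13 to 358, from 7 to 207 higher and from 6 to 151 lower. The highest numbers all came from leaving out KATOIII replicate 3, the lowest from leaving out KATO/DDP replicate 2. Of the 492 genes, 112 were among the 119. The cause was not tested beyond what the other observations give.

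With the replicate block, the numbers were 253 (120 higher, 133 lower) and, for protein coding genes, 166 (76 and 90). Without a filter they were 48 (21 and 27) and 34 (12 and 22). With an unadjusted p under 0.05 they were 273 (127 and 146) and 174 (77 and 97), and with no limit on p 294 (141 and 153) and 183 (81 and 102). An adjusted p under 0.05 with a log2 fold change limit of 1, or with none, gave 203 genes, 140 lower, and 135 protein coding genes, 95 lower. A pseudocount of 0.1 gave 146 and 98.

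Of the alternatives chosen after seeing the data, TPM rescaled without mitochondrial genes gave 261 (78 higher, 183 lower) and, for protein coding genes, 164 (50 and 114), and together with the replicate block 363 (110 and 253) and 227 (69 and 158). This rescaling moved the median log2 fold change of the tested genes from -0.11 to -0.30, while median-ratio scaling moved it to -0.0037 and gave 91 higher genes, 62 of them protein coding, out of 160. The higher genes thus made up 39.5% of the calls as deposited and 56.9% after median-ratio scaling. The replicate block with a pseudocount of 0.1 gave 541 (205 and 336) and 303 (120 and 183), and replicates 1 and 2 of each line alone 417 (189 and 228) and 290 (138 and 152). The fit on replicates 1 and 2 alone leaves out the spread that the third replicates show. Without regard to fold change it had 4898 genes at an adjusted p under 0.05 from limma, against 203 with all libraries, so its counts may be too high. The replicate block with the correction for GC content and length gave 171 genes, 78 higher, with 117 protein coding, 60 of them higher. A mean of at least 1 TPM gave 121 genes, and the correction for GC content and length without the block 89. The causes of these shifts were not tested.

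Of the 9 genes measured by qPCR and reported here, 3 passed the limits. The number was 8 with the replicate block, with an unadjusted p, and with no limit on p, 6 after rescaling without mitochondrial genes, 8 after that rescaling with the block, 8 with the block and a pseudocount of 0.1, 5 with the block and the correction for GC content and length, and 7 in replicates 1 and 2 of each line alone. It ranged from 2 to 8 when each library was left out. Of the 13 module genes, 7 passed, against 2 without a filter, 11 with the block and a pseudocount of 0.1, and from 1 to 9 with a library left out. AKR1C3 was the only AKR family member past the limits (1 of the 9 tested). There were 0 without a filter, where 2 passed at an unadjusted p under 0.05, and from 0 to 2 (1 or 2 at an unadjusted p) with a library left out. There were 2 with the replicate block, with the block and either the correction for GC content and length or the rescaling, in replicates 1 and 2 alone, with an unadjusted p, and with no limit on p, and 4 with the block and a pseudocount of 0.1.

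The NRF2 target list stood 0.27 above the other genes in median log2 fold change. By camera from limma, its p was no longer under 0.05 without its AKR genes, where the difference was 0.19, or with the replicate block and the correction for GC content and length, where it was 0.21. Against random lists matched on mean expression it was 0.069 (permutation of genes, p = 0.58). With a library left out the difference ranged from 0.23 to 0.35. The autophagy list, at -0.07, changed sign with the correction for GC content and length, with or without the block (0.010), and ranged from -0.16 to -0.0046 with a library left out.

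Among the named genes, sign changes occurred for genes near 0. XRCC1 was at -0.056, ERCC1 at -0.029 and KEAP1 at -0.071 after rescaling without mitochondrial genes, with or without the block. With a library left out, XRCC1 ranged from -0.0053 to 0.46, KEAP1 from -0.21 to 0.62 and BAX from -0.025 to 0.61. The other results for named genes were counted once per gene and alternative. Stronger means that the adjusted p from limma came under 0.05, and weaker that it no longer was. Under the alternatives set before the data were examined, 313 of these results stayed the same, 27 became stronger and 42 weaker. Under those added later, 298 stayed the same, 56 became stronger and 22 moved beyond the spread of the replicates. The last 22 all came from the log2 ratio of mean TPM. The correction for GC content and length was not run for AKR1C1, which is under the limit on TPM, and ENSG00000256586, which has no GENCODE transcript. The causes were not tested.

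The real grouping gave more genes than any other. Only 4 of the 10 splits of the 6 libraries part all 3 same-numbered pairs, and among these 1, the real one, gave as many genes of every type and as many protein coding genes, in total, higher or lower; the other splits gave 0 genes, and between 1 and 158 at an unadjusted p under 0.05 against 273 for the real one. For the NRF2 list 2 of the 4 splits, and for the autophagy list 4 of the 4, gave as small a camera p. With so few splits no share under 0.05 is possible. The other 6 splits part only 1 same-numbered pair and keep the other pairs together. Planned tests on read counts (edgeR with TMM, RLE, upper quartile or library size scaling, its likelihood ratio test, DESeq2 and limma-voom, and a filter on CPM) were not run, since the files hold no counts. The unknown depth limits the genes whose KATOIII values are at or near 0, among them AKR1C1, HSD17B2 and AKR1C2.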

Differences from the paper's values

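The paper reports 519 differentially expressed protein coding genes, against 77 here. It reports 174 as upregulated, against 31, and 345 as downregulated, against 46. Leaving out KATOIII replicate 3 gave 358 in total and 207 upregulated, within 1.5 times the paper's numbers; none of the other alternatives set before the data were examined closed the gap for these, and none did for the downregulated genes, where the highest number was 151. For the upregulated genes, the replicate block with a pseudocount of 0.1 (120) and replicates 1 and 2 of each line alone (138) also came within 1.5 times. Both were chosen after seeing the values. Fold changes for the counts made here came from log2 TPM with a pseudocount. No count was made on the log2 ratio of mean TPM without a pseudocount, so how much of the gap rests on the scale is unknown.

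The log2 fold changes shown for the RNA-seq in Fig. 2B, read by eye, were larger than those on the log2(TPM + 1) scale for all 9 genes reported here, and by more than the spread of the replicates for 8 of them, the exception being AKR1C3 (about 3.7 in Fig. 2B, against 2.99). The figure shows about 5.6 for HSD17B2 against 2.25 here, about 5.5 for AKR1C1 against 0.75, and about 5.5 for PLAC8 against 3.31. It shows about -6 for FGF21 against -3.24, about -5.7 for CPXM2 against -2.91, about -5.4 for TBC1D4 against -3.64, about -4.9 for FREM2 against -2.61, and about -4.9 for ALDH1L2 against -2.66. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought PLAC8 (5.20), FGF21 (-4.33), CPXM2 (-4.05), TBC1D4 (-5.52) and ALDH1L2 (-4.17) within the spread of the replicates. Leaving out KATOIII replicate 3 did so for FGF21 (-4.74) and CPXM2 (-4.36), leaving out KATO/DDP replicate 3 for TBC1D4 (-4.04), and leaving out KATOIII replicate 1 or 2 for TBC1D4 (-4.12 and -4.20). None closed the gap for HSD17B2, AKR1C1 or FREM2. The log2 ratio of mean TPM without a pseudocount, chosen after seeing the values, gave 5.23 for HSD17B2, 5.57 for AKR1C1, 5.27 for PLAC8, -5.99 for FGF21, -5.69 for CPXM2, -5.78 for TBC1D4 and -4.94 for ALDH1L2, all within the spread of the replicates, and -5.02 for FREM2, outside it by that gene's small spread.

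The paper presents its qPCR genes and the 13 genes of its module as differentially expressed in the RNA-seq. HSD17B2, FGF21, CPXM2, TBC1D4, ALDH1L2, UGT1A10 and CYP1A1 were not past the limits here. All 7 were past them with the replicate block, without KATOIII replicate 3, with an unadjusted p, with no limit on p, and, among the alternatives chosen after seeing the values, with the block and either a pseudocount of 0.1 or TPM rescaled without mitochondrial genes. All of them but HSD17B2 were past the limits in replicates 1 and 2 of each line alone, also chosen after seeing the values. ALDH1L2 was past them with a pseudocount of 0.1. Of the alternatives chosen after seeing the values, TPM rescaled without mitochondrial genes without the block had HSD17B2, TBC1D4 and ALDH1L2 past the limits, median-ratio scaling TBC1D4, and the block with the correction for GC content and length HSD17B2, TBC1D4, UGT1A10 and CYP1A1. CXCL11, with a log2 fold change of 1.70, was past the limits with a pseudocount of 0.1, with or without the block, and with a log2 fold change limit of 1 or none. UGT1A1, with a log2 fold change of 0.40, was past the limits under none of the alternatives run. AKR1C1, with one of 0.75, was tested only without a filter on TPM and, among the alternatives chosen after seeing the values, with TPM rescaled without mitochondrial genes with or without the block, and was past the limits in none of these; with a pseudocount of 0.1 its log2 fold change was 2.69, without a test.

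From qPCR, the paper states that AKR1B10 did not differ between the lines and that AKR1C3 had the highest level of the AKR family in KATO/DDP. In the RNA-seq AKR1B10 had a log2 fold change of 3.66, not past the limit on adjusted p without the replicate block and past both limits with it. Its TPM was above that of AKR1C3 in every KATO/DDP library, with means of 96.7 and 21.2.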

Other observations

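The tests on the third replicates, on chromosome 21 and on the calls kept after the correction for GC content and length were chosen only after the results they bear on had been seen; the test on ATF4 targets was set out before those genes were looked at, but after the pattern of FGF21 over the replicates had been seen, and that on the sequence shared by the AKR1C genes before its outcome was known. The NRF2 and autophagy lists and their tests were fixed before the data were examined, but how their outcome would be read was set down only after it had been seen.

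The third replicate of both lines lies apart from the first 2. The first principal component, with 49.9% of the variance, separates KATOIII replicate 3 from KATOIII replicates 1 and 2 more widely than it separates KATO/DDP from KATOIII in replicate 3, and the correlation of the deviations of the third replicates from their line means was 0.54. With the trend on GC content and length removed it was 0.57, so that trend does not account for the pattern. With mitochondrial genes left out and TPM rescaled it was 0.48, but rescaling shifts nearly all genes of a library alike and can hardly move this correlation, so what goes with the mitochondrial share cannot be told apart from the pattern. A mislabelled sample was tested on the 288 genes apart by at least 1.8 on the log2 scale in the same direction in replicates 1 and 2. Of these, 83.7% kept their sign between the third replicates and 91 kept the difference of 1.8, a share between the limits set for and against a swap. Over all tested genes, however, the difference between the lines in replicate 3 correlated at 0.53 with its mean in replicates 1 and 2, where a swap of the third replicates would give a correlation below 0. An admixture of KATO/DDP cells in KATOIII replicate 3 was tested on 12 genes near 0 in KATOIII replicates 1 and 2 and at 5 TPM or more in every KATO/DDP library. Their share of the KATO/DDP level in KATOIII replicate 3 had a median of 2.41% and an interquartile range of 8.15 points, as a low admixture could give, but ran from 0% to 87.7%, which one common share does not explain. The 10 genes at 5 TPM or more in KATOIII replicates 1 and 2 and near 0 in every KATO/DDP library lost a median of 98.2% in KATOIII replicate 3, with single genes from -11.7% (1 gene higher there) to 100%. The median is far more than an admixture of a few percent takes away, and admixture there would not shift KATO/DDP replicate 3. Neither a swap of the third replicates nor such an admixture accounts for the pattern, while a library batch cannot be told apart from it, since the labels give no batch. A difference in culture between the harvests is possible and was not tested as a whole.

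FGF21 and ALDH1L2, which the paper measures as downregulated, are commonly cited targets of ATF4, the transcription factor of the integrated stress response. FGF21 was high only in KATOIII replicates 1 and 2. In 16 tested ATF4 targets other than FGF21, ALDH1L2 and SLC7A11, the values in KATOIII replicates 1 and 2 exceeded those in KATOIII replicate 3 by a median of 1.71 and those in KATO/DDP by a median of 1.64 on the log2 scale, both more than in 100% of 10000 random lists matched on mean expression. In both comparisons 15 of the 16 genes were higher. CHAC1 had 161, 153 and 9.73 TPM in KATOIII and 8.52, 9.15 and 10.5 TPM in KATO/DDP, and NUPR1 had 1010, 966 and 26.2 TPM in KATOIII and 143, 185 and 112 TPM in KATO/DDP. Not all targets fell to the KATO/DDP level in KATOIII replicate 3, although most were not above every KATO/DDP library there. ATF5 had 327 TPM there against 110, 111 and 164 TPM in KATO/DDP. MTHFD2, with 149 TPM there, was also higher than in every KATO/DDP library. So were CEBPB, SESN2 and SLC3A2, and by a small margin SHMT2, with 118 TPM there against at most 117 TPM in KATO/DDP. ALDH1L2 likewise had 2.12 TPM in KATOIII replicate 3 against 0.239, 0.291 and 0.323 TPM in KATO/DDP, so its fall was smaller there but still seen. A stress response in the cultures of KATOIII replicates 1 and 2 may therefore underlie much of the fall of FGF21 and part of that of ALDH1L2. This is a hypothesis, and it cannot be told apart from the other differences of the third replicates.

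Genes on chromosome 21 were higher in KATO/DDP. The median log2 fold change of its 110 tested protein coding genes minus that of the other chromosomes was 0.37, the highest of the chromosomes over the 3 replicates, and 0.38, 0.47 and 0.34 in the pairs of replicates 1, 2 and 3; in the third pair chromosome 19 was higher, at 0.35. Of these genes 65.5% had a log2 fold change above 0, against 42.7% on the other chromosomes. With the trend on GC content and length removed in the fit with the replicate block the difference was 0.44, so that trend does not account for it, and 100% of 10000 random lists matched on mean expression had a lower median. A higher dose of chromosome 21 in KATO/DDP is a candidate explanation, which expression alone cannot settle. CBR3, the module gene with a log2 fold change of 2.37, lies on this chromosome and rose far more than the chromosome as a whole.

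A general rise of NRF2 targets was tested as an explanation for the rise of AKR1C3 and CBR3, since the paper discusses NRF2. The list of 27 tested targets was higher than the other genes (camera from limma, p = 0.0075, and 0.0074 with the replicate block, from 0.0013 to 0.053 over the other fits), but not higher than random lists in a permutation of genes (p = 0.58). Of its members 16 were higher and 11 lower. Adjusted over the list alone, 4 members had a p under 0.05, and 3 over all genes. With the replicate block, 7 members had a p under 0.05 adjusted over all genes, with AKR1B10, AKR1C2, AKR1C3, CBR3, TALDO1 and TXN higher and SLC7A11 lower. Without AKR genes the camera p was 0.095, so a rise of the list beyond its AKR genes was not found at a p of 0.05. The other members went both ways, with log2 fold changes of 1.17 for TALDO1, 0.96 for PIR, 0.95 for PRDX1 and 0.90 for TXN, and of -1.74 for SLC7A11 (adjusted p = 0.037 from limma), -0.69 for TXNRD1 and -0.58 for GCLM; NFE2L2, which encodes NRF2, had one of -0.67 (adjusted p = 0.29 from limma). The 32 tested autophagy genes showed no change as a group (camera from limma, p = 0.49, and 0.57 with the replicate block, from 0.18 to 0.91 over the other fits; permutation against random lists, p = 0.45). Of these 14 were higher and 18 lower, with 0 at an adjusted p under 0.05 and 4 at an unadjusted p under 0.05. With the replicate block 3 had an adjusted p under 0.05, namely RB1CC1, ULK1 and ATG2A, all lower in KATO/DDP. These are RNA values from cells free of drug. The paper's autophagy results are vacuole staining, LC3B-II protein and survival with an autophagy inhibitor, in KATO/DDP cells given cisplatin and AKR1C inhibitors. Those results were not tested here.

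Reads shared between AKR1C paralogs bear on AKR1C1, for which 71.4% of the 50-base words occur in no other gene. Most of its sequence is its own, but at values under 1.5 TPM a contribution from AKR1C2 or AKR1C3 reads cannot be ruled out without the reads. The correction for GC content and transcript length, in the fit with the replicate block, kept 154 of the 230 called genes that have a GC value (67.0%), so these biases do not account for most of the calls.

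For genes the paper measured by qPCR in other experiments, the RNA-seq showed a log2 fold change of 0.15 for XRCC1 (adjusted p = 0.82 from limma), 0.18 for ERCC1 (adjusted p = 0.73 from limma) and -0.97 for ABCC1, which encodes MRP1 (adjusted p = 0.13 from limma, and 0.058 with the replicate block, from 0.019 to 0.33 over the alternatives). ABCB1, which encodes MDR1, was listed at 0 in 5 libraries and at 0.0247 TPM in KATO/DDP replicate 3. AKR1B1 had a log2 fold change of 0.34 (adjusted p = 0.51 from limma), while AKR1B10 was higher in KATO/DDP than in KATOIII in each same-numbered pair. By mean TPM in KATO/DDP, AKR1C3 ranked 5 among the AKR family, after AKR1B10, AKR1A1, AKR7A2 and AKR7A3, and AKR1C1 ranked 10. The paper's text names only AKR1C1, AKR1C2, AKR1C3, AKR1B1 and AKR1B10 for its qPCR of the family. Of these, AKR1B10 alone, at 96.7 TPM, was above AKR1C3, at 21.2 TPM. The paper reports no qPCR for GSTP1, KEAP1, BAX or MAP1LC3B. It only discusses the products of GSTP1 and KEAP1. It measured Bax and LC3B-II as protein, in KATO/DDP cells given cisplatin with or without AKR1C inhibitors. The values below are RNA from cells free of drug, so they are no match for those measurements. GSTP1 had a log2 fold change of 0.98 (adjusted p = 0.17 from limma, and 0.027 with the replicate block, from 0.0035 to 0.45 over the alternatives), KEAP1 one of 0.14 and BAX one of 0.31, with adjusted p-values from limma of at least 0.22 and 0.23 over the alternatives. MAP1LC3B had one of -0.67 (adjusted p = 0.35 from limma, from 0.0075 to 0.74 over the alternatives), with an adjusted p under 0.05 only without KATOIII replicate 3 (-1.08) and in replicates 1 and 2 of each line alone (-1.08).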
